A study of Mus musculus and Homo sapiens with 108 samples. Its data were reported in "Cardiac radiotherapy–induced epigenetic memory underlies electrophysiologic and metabolic reprogramming" (2026).

How the data were processed

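RNA was sequenced from 108 libraries. Of these, 24 came from cardiomyocyte nuclei of CD1 mouse left ventricles, sorted on the nuclear marker PCM1. Left ventricles of FVB mice gave 17 female and 13 male libraries, from wild-type animals (WT) and from animals whose labels give the genotype SOD2. Cardiomyocytes differentiated from human induced pluripotent stem cells (hiPSC-CMs) gave 54 libraries, 30 from the commercial iCell line and 24 from a WTC line that carries the calcium indicator GCaMP6. Groups were taken from the sample labels, which give the line or strain, the genotype, the sex of the mice, the treatment (sham or 25 Gy) and the day or week of collection.

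Per the study's methods, the authors aligned reads with STAR to mm10 or hg38, counted them per gene with featureCounts, and then removed unwanted variation with RUVr, a method that estimates hidden factors from the residuals of a count model. The deposited values were therefore a score, counts adjusted by RUVr and rounded to whole numbers, in 4 tables that the authors normalized separately. The tables were named for the number of factors taken out, which was 3 for the CD1 nuclei, 2 for the FVB females, 5 for the FVB males and 3 for the hiPSC-CMs, whereas the methods gave the same number throughout. The design that RUVr protected was not stated. The authors tested their counts with DESeq2. The tables held 22685 genes for the nuclei, 22438 for the FVB females, 22017 for the FVB males and 24405 for the hiPSC-CMs. Column totals ran from 10325484 to 16274374 in the nuclei, from 13091923 to 18632360 in the FVB females, from 13922657 to 18444629 in the FVB males, from 13342550 to 20508034 in iCell and from 20367640 to 35361490 in GCaMP6. These totals follow sequencing depth only as far as the adjustment left it in place, so no counting interval was attached to single values. All 108 sample columns were used. No pair of replicates held identical values, and the smallest standard deviation of a log2 difference between replicates was 0.179 in the nuclei, 0.216 in the hiPSC-CMs, 0.144 in the FVB females and 0.087 in the FVB males.

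Because adjusted values are not counts, no count model was fitted here. Values were scaled by median-of-ratios size factors within each fit, expressed relative to a mean total of 1000000 over its libraries (the scaled value) and transformed as log2(scaled value + 0.5). A fold change on this scale understates the change of genes with low values. Genes with a mean scaled value above 1 were tested with limma 3.58.1 in R 4.3.3, using a linear model and moderated statistics with a mean-dependent prior variance. P-values were two-sided and adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p below 0.01 and an absolute log2 fold change above 1, the thresholds of the study. The CD1 comparison had sex as a covariate. The iCell and GCaMP6 fits had 1 mean per treatment and day and set irradiated cells against sham of the same day. Each FVB table was fitted with 1 mean per genotype and condition, and the response to radiation was averaged over both genotypes. Sex-by-radiation and genotype-by-radiation differences were tested as interaction contrasts.

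The comparisons listed above, their tests, thresholds and gene lists and all alternatives but 6 were chosen before the data were examined. Several further tests of single observations, among them those of the amino acid and mitochondrial stress list, were chosen after results were seen. This is said where they are given. The genes named were a fixed list of ion-channel, transcription-factor, radiation-response and genotype-related genes. To these were added, for each comparison, up to 3 higher and up to 3 lower genes with the largest change among called genes with a mean scaled value of at least 10 in the higher group and no overlap between the groups. Clone-named genes were left out of the naming. P-values of the fixed list were also adjusted over the list alone. Some of its results are not reported here. Several of its genes had been picked by the study from these same libraries, so that adjustment is not independent evidence. For 5 genes in nuclei a permutation test with 100000 resamples accompanied limma. Curated gene lists were tested with fry, the rotation test of limma, adjusted over lists and comparisons within the nuclei, hiPSC-CM and FVB families, with camera at an estimated inter-gene correlation as the alternative. Lists of markers of macrophages, lymphocytes, fibroblasts, endothelial cells, mural cells and cardiomyocytes, of the fetal or stress programme and of the amino acid and mitochondrial stress response were used only in the closing tests. Correlations of fold changes were computed across genes, which are not independent replicates, and no p-value was attached to them.

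RUVr leaves a table with as many directions across its libraries without variation as it took factors out. These directions were recovered as the smallest singular vectors of the log values of genes with a mean above 500. The singular value rose from 0.212 to 4.25 past the last such direction in the nuclei, from 0.296 to 4.55 in the FVB females and from 0.269 to 5.19 in the FVB males, and from 1.51 to 4.21 in the hiPSC-CMs. A fit that ignores them counts residual degrees of freedom that no longer exist. With the recovered directions as covariates the residual degrees of freedom went from 21 to 18 in the nuclei, from 11 to 9 in the FVB females and from 7 to 2 in the FVB males. In FVB males at most 0.0858% of a removed direction lay in an additive design of genotype and condition. For the design of all groups it was up to 62.2%. In FVB females the values were 0.0613% and 20.8%. In hiPSC-CMs they were 0.177%, for cell line and days after radiation with sham pooled, and 32%. Differences outside such additive designs, such as genotype-by-radiation differences, were therefore open to removal as unwanted variation. Part of a contrast can lie in the removed directions. That part was 59.8%, 25.4% and 15.3% for the genotype contrasts of the FVB males in sham, at 2 days and at 6 weeks, 5.74%, 14% and 8.18% for those of the females, 76% and 61.6% for the genotype-by-radiation contrasts of the FVB males at 2 days and 6 weeks, 14.5% and 6.63% for those of the females, and 3.29% for the sex-by-radiation contrast of the nuclei. The fit with these covariates, its use in the gene list tests, both hiPSC lines in one fit with and without them, leaving out single female CD1 libraries, and a replicate block in the gene list tests of the hiPSC-CMs and the FVB females were the 6 alternatives chosen after seeing the data.

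The other alternatives were a pseudocount of 0.1, no filter on low genes, scaling by column totals, a replicate block, no trend in the prior variance, only the groups of a comparison in the fit, sham of all days pooled in hiPSC-CMs, no covariate, 1 sex alone, library series as a covariate or the first series alone in the nuclei, leaving out each replicate where its group held 3 libraries (iCell on day 1, GCaMP6, FVB females except the SOD2 sham group, and in FVB males the SOD2 sham group alone), and leaving out 1 iCell library whose labels named both lines. That library was analysed under its title as iCell. The CD1 libraries carried library numbers in the series 58 to 73 and 125 to 134, which were treated as technical series. Libraries with the same replicate number deviated together from their group means in GCaMP6 on day 1 (correlations of 0.578 to 0.658 in 3 pairs) and between WT females and females labelled SOD2 at 2 days (0.152 to 0.422 in 3 pairs). In no other comparison made here between groups with at least 3 shared numbers did every pair have a correlation above 0.1. WT females at 2 days and females labelled SOD2 at 6 weeks, which were not compared, had 0.106 to 0.179 in 3 pairs.

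The code was tested on simulated data with known changes. It recovered 98.9% of changed genes among 16130 simulated genes in the CD1 design, 99% among 13406 for iCell on day 14, 97.4% among 13830 for GCaMP6 on day 14, 99.5% among 15024 for the FVB females and 91% among 14863 for the FVB males. False calls numbered 0, 0, 0, 1 and 3 in those designs. The simulated changes were 2 on the log2 scale, and the simulated tables held no hidden factors and no removal of factors. These values therefore test the code and not the performance on tables adjusted by RUVr, for which other simulations are given in the closing section. Gene coordinates came from GENCODE mouse release 21 on mm10 and GENCODE human release 44 on hg38, which are the builds of the authors but later annotation releases. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Chromatin accessibility, chromatin-mark, protein and physiological measurements of the study were not analysed here.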

Results

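To characterize the late transcriptional response of cardiomyocytes to cardiac irradiation (IR), RNA from PCM1-positive nuclei of CD1 mouse left ventricles was compared between sham animals and animals that received 25 Gy 6 weeks earlier. PCM1 marks the nuclear envelope of cardiomyocytes. The irradiated group held 4 female and 8 male libraries, and the sham group 3 female and 9 male libraries. Left ventricular tissue of FVB mice came from sham animals and from animals irradiated with 25 Gy either 2 days or 6 weeks earlier. It was taken from WT mice and from mice labelled SOD2, a genotype the study describes as overexpressing the mitochondrial superoxide dismutase. In females each FVB group held 3 libraries except SOD2 sham, with 2. In males each group held 2 libraries except SOD2 sham, with 3. In vitro, iCell hiPSC-CMs were collected 1, 7 and 14 days after sham treatment or 25 Gy, with 3 libraries per group on day 1 and 6 on days 7 and 14. GCaMP6 hiPSC-CMs were collected on days 1, 7, 14 and 28 with 3 libraries per group. Column totals of the deposited values were between 10325484 and 35361490 over all libraries. Expression is given as a scaled value, relative to a mean total of 1000000 over the libraries of a fit.

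In CD1 nuclei, 665 of 16322 genes tested were called between irradiated and sham libraries, 634 higher and 31 lower after IR (limma, adjusted p < 0.01 and absolute log2 fold change > 1). The alternative that moved this count most, females only, left 281 genes. Within the first library series, numbered 58 to 73, alone, 614 genes were called, and with library series as a further covariate 666. Of the called genes, 36 carried clone names. The higher genes named by the prespecified rule were 3 interferon-induced genes. Ifit1 (mm10 chromosome 19, 34640871 to 34650009) rose from 3.76 ± 2.53 to 87.6 ± 58.9 in scaled value (SD, n = 12 and 12), a log2 fold change of 4.16 (SE 0.416, limma adjusted p 1.08e-08). Mx1 (chromosome 16, 97447035 to 97462907) rose by 3.75 on the log2 scale (SE 0.27) and Ifit3 (chromosome 19, 34583531 to 34588731) by 3.35 (SE 0.417). No lower gene met the naming rule. Of the p53 targets, Cdkn1a (chromosome 17, 29090976 to 29100727) was called higher with a log2 fold change of 1.43 (SE 0.215, limma adjusted p 6.43e-06), whereas Mdm2 was 0.06 (SE 0.0491, limma adjusted p 0.387).

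**Figure D1:**
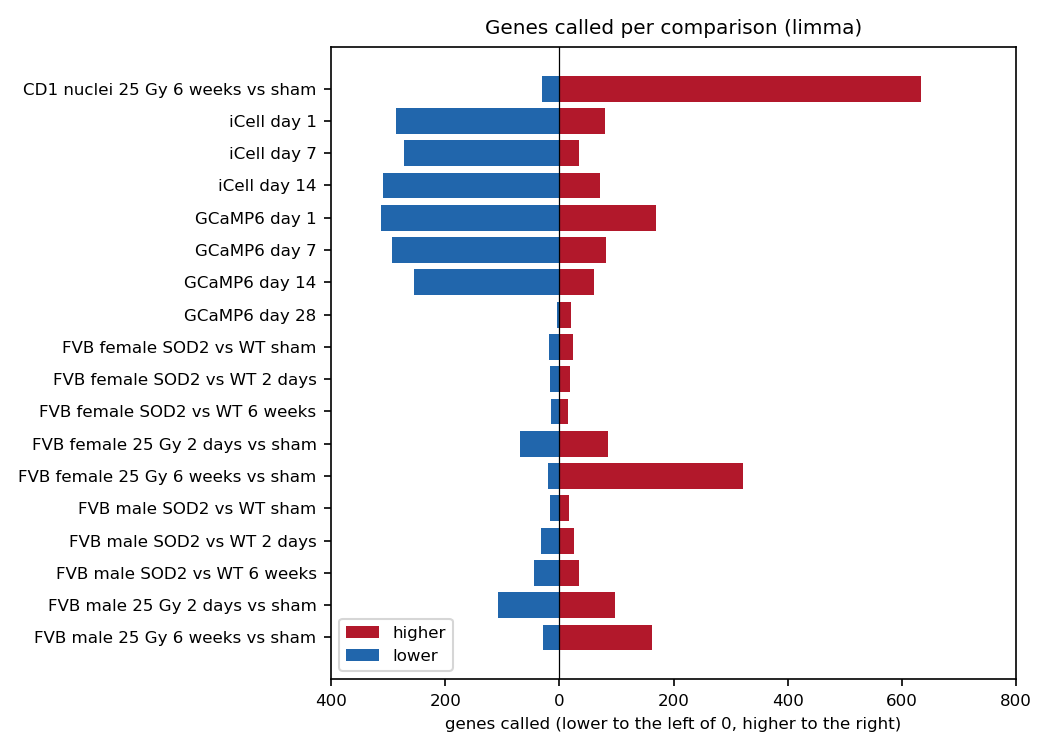
Number of genes called in each comparison, as bars from 0 on a linear axis, higher genes to the right in red and lower genes to the left in blue. CD1 nuclei had 634 higher and 31 lower genes, whereas iCell on day 1 had 80 higher and 287 lower genes.

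Transcription factors discussed by the study were examined singly. Nfic (chromosome 10, 81396186 to 81455635) was higher in irradiated nuclei by 0.42 on the log2 scale (SE 0.0774, limma adjusted p 0.000104) with 10 of 12 irradiated libraries above the sham median. Tbx20 (chromosome 9, 24718138 to 24774303) was higher by 0.27 (SE 0.0772, adjusted p 0.0062) and Stat3 (chromosome 11, 100885098 to 100939540) by 0.56 (SE 0.118, adjusted p 0.000447), each with 12 of 12 above. In permutation tests adjusted over the 5 genes tested together, p was 0.0086 for Nfic, 0.00437 for Tbx20, 0.0018 for Atf3 and 0.000725 for Stat3. Within the first and the second library series the log2 difference was 0.35 and 0.40 for Nfic, 0.33 and 0.18 for Tbx20, 0.65 and 0.44 for Stat3, and 1.26 and 2.68 for Atf3. The second series held only males.

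Atf3 (chromosome 1, 191170296 to 191218039) was the only one of these 4 transcription factors that passed the threshold for a call, at a scaled value of 28.4 ± 16.2 against 12.1 ± 18.9 (SD, n = 12 and 12) and a log2 fold change of 1.77 (SE 0.401, limma adjusted p 0.000866). The difference was 2.45 in males and 0.10 in females. The female value depended on 3 sham libraries, at scaled values of 4.96, 29 and 67.7. Gja1, which encodes connexin 43, was lower by −0.31 (SE 0.0911, limma adjusted p 0.00806), and by −0.21 with an adjusted p of 0.06 under scaling by column totals. Sod2 was lower by −0.52 (SE 0.0776, limma adjusted p 5.45e-06). No gene was called for the sex-by-radiation interaction, with 1821 of 16322 genes at an unadjusted p below 0.05.

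**Figure D2:**
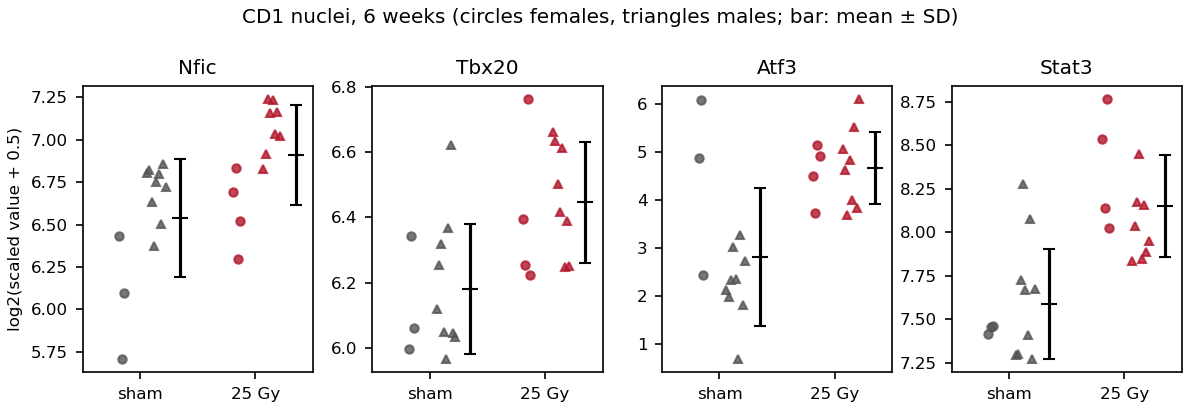
Expression of Nfic, Tbx20, Atf3 and Stat3 in each CD1 nuclei library as log2(scaled value + 0.5), sham in grey and 25 Gy in red, circles for females and triangles for males, with the mean and SD of each treatment as a bar. For Tbx20 and Stat3 12 of 12 irradiated libraries lay above the sham median, and the sham females for Atf3 were spread from 4.96 to 67.7 in scaled value.

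Curated gene lists were tested in the same fit. Of the 20 list tests in nuclei, 10 had an adjusted p below 0.05 with fry, and 1 of these with camera at an estimated correlation, the alternative that moved the number most. That 1 was the cell cycle list, with a median log2 fold change of 1.07, 31 of 34 genes higher and adjusted p of 1.02e-11 (fry) and 0.018 (camera). Interferon response genes had a median of 1.96 with 28 of 28 higher (fry 9.17e-08, camera 0.13). Nuclear-encoded complex I genes had a median of −0.32 with 36 of 36 lower (fry 2.62e-07, camera 0.13), and complex IV genes −0.33 with 13 of 13 lower (fry 1.83e-05, camera 0.234). Medians under column totals were −0.22 and −0.24 for these lists. Potassium channels had a median of −0.20 (fry 0.00047), which did not pass under column totals (adjusted p 0.253). Membrane depolarization genes (median 0.12, fry 0.134) and calcium handling genes (median 0.04, fry 0.67) passed only under column totals, with medians of 0.22 and 0.14 (adjusted p 0.00143 and 0.0318). The sarcomere list had a median of −0.17 (fry 1.17e-05) and p53 targets 0.21 (fry 5.36e-08).

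Human hiPSC-CMs were used to follow the response over time, each irradiated group against sham of the same day. In iCell, 367 of 13504 genes were called on day 1 (80 higher, 287 lower) and 380 on day 14, of which 71 were higher. On day 7, 34 genes were called higher and 272 lower. On at least 1 day 539 genes were called. The alternative with the largest effect on the day 1 count was a fit of the groups of the comparison only, with 62 higher and 246 lower genes. In GCaMP6, 483 of 13914 genes were called on day 1 (170 of them higher), 374 on day 7 (81 higher, 293 lower) and 25 on day 28 (21 higher, 4 lower). On day 14, 2.26% of the genes tested were called, and the 60 higher genes made up 19.1% of these. They numbered 30 without irradiated replicate 2, 34 without sham replicate 2 and 89 without irradiated replicate 3. The 81 higher genes on day 7 numbered 50 without sham replicate 3. On at least 1 day 641 genes were called. The day 28 count was 0 with only the groups of that day in the fit, with 2363 genes at an unadjusted p below 0.05, and 4 without irradiated replicate 2.

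The p53 target CDKN1A (hg38 chromosome 6, 36676460 to 36687337) was called higher at every time point in both lines. Its log2 fold changes were 2.87, 1.65 and 1.37 on days 1, 7 and 14 in iCell (SE 0.26, 0.184 and 0.184), and 3.87, 2.49, 1.15 and 1.69 on days 1, 7, 14 and 28 in GCaMP6 (SE 0.262). MDM2 (chromosome 12, 68808177 to 68845544) was higher by 1.99, 0.81 and 0.86 in iCell and by 2.22, 1.24, 0.81 and 0.40 in GCaMP6. The day 28 value of MDM2 had a limma adjusted p of 0.0601 over all genes and 0.00502 adjusted over the list alone. The p53 target list had medians of 1.27, 0.80 and 0.66 in iCell and of 1.51, 1.08, 0.77 and 0.72 in GCaMP6, all with a fry and a camera adjusted p below 0.05. Among other higher genes, FDXR rose by 2.63 on day 1 and 1.63 on day 7 in iCell, and FAS by 1.51 on day 14. GDF15 (chromosome 19, 18374731 to 18389176) rose by 5.18, 3.72, 3.25 and 2.92 in GCaMP6.

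Cell cycle genes made up the lower genes with the largest changes. The list had medians of −3.02, −3.61 and −3.63 in iCell, with 40 of 40 genes lower each day, and of −2.11, −3.59, −2.60 and −0.86 in GCaMP6, with 38, 40, 40 and 35 of 40 lower. Camera gave an adjusted p of 0.191 for the last of these and below 0.05 for the others. KIF20A (chromosome 5, 138178719 to 138187723) changed by −4.90 on day 1 and −5.72 on day 14 in iCell, and by −4.36, −6.40 and −4.00 on days 1, 7 and 14 in GCaMP6. TOP2A was −7.14 in iCell and −6.76 in GCaMP6 on day 7. On day 28, 3 of the 4 lower genes in GCaMP6 met the naming rule, PLCL2 (−1.51), OPRK1 (−1.46) and STK17B (−1.15). Of the 70 list tests in hiPSC-CMs, 23 had a fry adjusted p below 0.05, and 13 with camera, the alternative that moved the number most.

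Fold changes were compared between the lines across genes, which are not independent replicates. Between iCell and GCaMP6, Pearson's r was 0.736 on day 1, 0.858 on day 7 and 0.743 on day 14, and Spearman's rho 0.557, 0.591 and 0.552. Of the genes called in iCell, 77.9%, 82.4% and 58.4% were also called in GCaMP6 on these days, all with the same sign. Between days 1 and 14, r was 0.613 within iCell, with 242 genes called on both days, and 0.354 within GCaMP6, with 223. Spearman's rho was 0.178 and 0.053.

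Ion-channel genes were followed because the study described early and late changes in opposite directions for several of them. Mitochondrially encoded genes were followed because it described late increases. CACNA1C (chromosome 12, 1970772 to 2697950), which encodes the L-type calcium channel, was higher on day 14 by 0.53 in iCell (SE 0.122, adjusted p 0.00231) and by 0.81 in GCaMP6 (SE 0.182, adjusted p 0.00622), and by 0.27 in GCaMP6 on day 28 (adjusted p 0.443). On day 1 in GCaMP6 CACNA1C was 0.017 (limma adjusted p 0.968), so no early decrease was seen there at size factors. Column totals shift the median of all genes by −0.10 in iCell on day 14 and by −0.14 in GCaMP6 on day 1, and CACNA1C in iCell on day 14 was then 0.42 and no longer below an adjusted p of 0.01. RYR2 was lower by −0.50 in iCell on day 7 (adjusted p 0.0406).

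The difference between the day 14 and day 1 responses was tested directly. It was 0.72 for CACNA1C in iCell (SE 0.211, adjusted over the list alone 0.0158, all genes 0.0482), with 0.58 and an adjusted p over the list of 0.0896 under column totals. In GCaMP6 it was 0.79 for CACNA1C (SE 0.258, adjusted over the list alone 0.0252, all genes 0.0594). For the mitochondrially encoded MT-ND1 (chromosome M, 3307 to 4262), MT-ND3 and MT-ND4 it was 1.54, 1.56 and 1.48 (adjusted over the list alone 0.0252, 0.0268 and 0.0252; all genes 0.0457, 0.0867 and 0.0714). MT-ND1 in GCaMP6 was higher by 1.21 on day 14 (adjusted p 0.0228) and by 1.60 on day 28 (adjusted p 0.0134). In iCell it was 0.78 on day 14 (adjusted p 0.179). The day 14 minus day 1 difference for MT-ND1, MT-ND3 and MT-ND4 in iCell was 1.065, 1.084 and 0.814. Adjusted over the list alone, p was 0.285, 0.285 and 0.575. For KCNH2 and KCNQ1 this difference was −0.071 and −0.1 in iCell and 0.165 and 0.313 in GCaMP6. Their p adjusted over the list alone was 0.176 or more. Mitochondrially encoded mRNAs as a list had medians of 1.16 and 1.46 on days 14 and 28 in GCaMP6, with 13 of 13 higher (fry 0.0339 and 0.00769, camera 0.334 and 0.111).

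**Figure D3:**
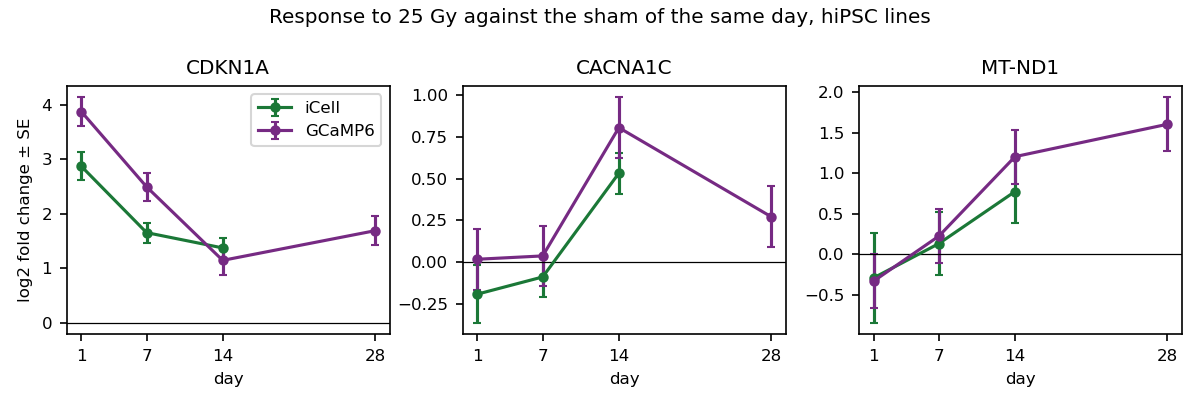
Log2 fold changes of irradiated against same-day sham for CDKN1A, CACNA1C and MT-ND1 by day in iCell (green) and GCaMP6 (purple), with standard errors as bars. CDKN1A in GCaMP6 went from 3.87 on day 1 to 1.69 on day 28, and CACNA1C was 0.53 and 0.81 on day 14 in the 2 lines.

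In FVB left ventricles, the response to radiation over both genotypes comprised 155 called genes of 15190 in females at 2 days (86 higher, 69 lower) and 342 at 6 weeks, all but 20 of them higher. In males, 97 genes were called higher and 108 lower at 2 days, together 1.37% of 14998 genes tested, and 190 at 6 weeks (162 higher, 28 lower). In females the alternatives that moved these counts most were a pseudocount of 0.1 at 2 days (104 higher, 119 lower) and column totals at 6 weeks (480 genes). In males it was the removed directions as covariates, which left 0.893% of the genes tested at 2 days (70 higher, 64 lower) and 111 genes at 6 weeks. All but 6 and 3 of these were among the genes of the first fit. Cdkn1a was higher by 2.82 and 2.37 in females and by 2.51 and 2.43 in males at 2 days and 6 weeks (limma adjusted p 5.14e-08, 2.79e-07, 2.05e-06 and 3.13e-06). Mdm2 was higher by 0.53 and 0.65 at 2 days (females and males, adjusted p 1.97e-06 and 1.17e-06), with values of −0.02 and 0.04 at 6 weeks, which were 0.19 and 0.17 under column totals. At 2 days Zfp365 rose by 3.70 in females and 3.60 in males, and Mki67 fell by 2.97 and 3.16. At 6 weeks Ccr2 rose by 3.53 and 2.34, and Irf7 by 2.51 and 2.36. The pseudogenes Rps2-ps10 and Rpsa-ps10, lower in males by −3.41 and −1.76 at 2 days and 6 weeks, share sequence with their parent genes and are uncertain.

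Scaling by column totals moved the median of all genes at 6 weeks by 0.19 in females and 0.13 in males, so small 6-week changes of single genes followed the scaling. Sod2 was lower at 6 weeks by −0.38 and −0.39 (females and males, adjusted p 3.78e-06 and 2.39e-06). Interferon response genes had medians of −0.35 and −0.35 at 2 days and 1.39 and 0.93 at 6 weeks in females and males, and p53 targets 0.57 and 0.42 at 2 days. Cell cycle genes had medians of −0.50 and −0.64 at 2 days and of 0.78 and 0.45 at 6 weeks. Nuclear-encoded complex I genes had medians of −0.27 and −0.24 at 6 weeks, and −0.07 and −0.11 under column totals. All these list tests had a fry adjusted p below 0.05. With the removed directions as covariates this still held in females, and in males only for p53 targets (0.00188 at 2 days), against 0.296 and 0.0736 for interferon response genes, 0.0503 and 0.0939 for cell cycle genes at 2 days and 6 weeks and 0.0572 for complex I at 6 weeks. Of the 140 FVB list tests 68 passed with fry and 23 with camera, the alternative that moved the number most. Across genes, females and males had r of 0.658 at 2 days and 0.729 at 6 weeks, and 47.3% and 69.5% of the genes called in males were also called in females. The CD1 response had r of 0.731 with that of FVB females at 6 weeks (237 genes called in both) and 0.632 with that of males (117 genes called in both, 116 with the same sign).

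To check the genotype labels, Sod2 (chromosome 17, 13006846 to 13040063) was examined in every FVB library. Its deposited value was 6497 to 9648 in the 15 libraries labelled SOD2 and 7155 to 10828 in the 15 WT libraries. In the libraries labelled SOD2, Sod2 was −0.10, −0.26 and −0.17 relative to WT in females in sham, at 2 days and at 6 weeks (limma adjusted p 0.407, 0.0233 and 0.159), and −0.11, −0.20 and −0.05 in males (adjusted p 0.0653, 0.00874 and 0.416). Sod2 transcript was therefore not higher in the libraries labelled SOD2. A transgene transcript that lacks the counted parts of Sod2, or is of another species, would not enter this value. The labels were separated by 2 other genes. Tyr (chromosome 7, 87424771 to 87493512), which encodes tyrosinase, had deposited values of 0 to 8 in WT and 1805 to 7477 in the libraries labelled SOD2. Mhrt (chromosome 14, 54968678 to 54974349), a noncoding RNA antisense to Myh7, had 387 to 1077 in WT and 9035 to 20483 in the libraries labelled SOD2.

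**Figure D4:**
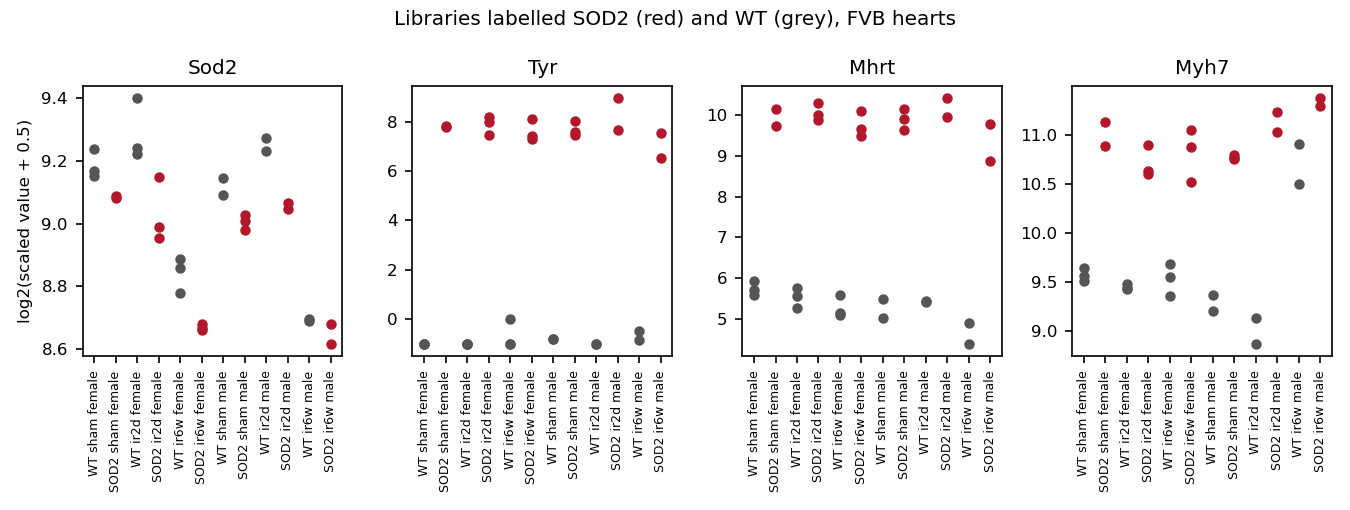
Expression of Sod2, Tyr, Mhrt and Myh7 in each FVB library as log2(scaled value + 0.5), by genotype label, condition and sex, with libraries labelled SOD2 in red and WT in grey. Tyr points at −1 have a value of 0, and the deposited Tyr values were 0 to 8 in WT and 1805 to 7477 in the libraries labelled SOD2.

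Between the libraries labelled SOD2 and WT, 41 genes were called in sham females (23 higher, 18 lower), 35 at 2 days (18 higher, 17 lower) and 30 at 6 weeks (15 higher, 15 lower). In males the counts were 34 (17 higher, 17 lower), 59 (26 higher, 33 lower) and 79 (35 higher, 44 lower). These counts rested on residual degrees of freedom of which the removal of 5 factors in males and 2 in females had used up a part, and 59.8%, 25.4% and 15.3% of the male contrasts in sham, at 2 days and at 6 weeks lay in the removed directions. With the removed directions as covariates, 2 genes were called in each male comparison, and Tyr was 1 of them each time. Unadjusted p was below 0.05 for 798, 752 and 1315 genes in those fits. In females that alternative left 29, 21 and 18. Column totals moved the median of all genes by −0.105 in sham males and by less than 0.1 in the other genotype comparisons. Genes called in all 3 conditions numbered 14 in females and 20 in males, and 4 genes, among them Ano5, Mhrt and Tyr, were called in all 6 comparisons. These were named after their values were seen. Mhrt was higher by 4.18, 4.52 and 4.47 in females and by 4.65, 4.75 and 4.68 in males. The exons of Mhrt share 484 of 1214 bases with those of Myh7 on the opposite strand, so both are uncertain where reads were counted without strand. The study's methods state that only unambiguous reads were counted, so a read on exons of both should not enter both values. Myh7 (chromosome 14, 54970684 to 54994626) was higher by 1.44, 1.26 and 1.28 in females (limma adjusted p 4.8e-06, 4.76e-06 and 4.96e-06) and by 1.49, 2.12 and 0.63 in males (adjusted p 0.000103, 2.05e-05 and 0.00874).

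Capn3 was lower in the libraries labelled SOD2 in each comparison, by −0.82, −0.71 and −0.95 in females and −1.42, −1.38 and −1.31 in males. Egln3 and Phlda1 were also lower in each, with Egln3 from −1.04 to −0.36 and Phlda1 from −1.61 to −0.14. Not all of these differences passed the threshold for a call. In females at 2 days the limma adjusted p was 0.112 for Capn3, 0.106 for Egln3 and 0.0316 for Phlda1. Calcium handling genes had medians of −0.20, −0.11 and −0.22 in females and −0.19, −0.23 and −0.18 in males, with fry adjusted p from 1.03e-05 to 0.00151. With the removed directions as covariates the male values of this list were 0.613, 0.327 and 0.283. Between the sexes r across genes was 0.438, 0.439 and 0.417, with 9, 15 and 16 genes called in both. No gene was called for the genotype-by-radiation difference in females at 2 days or 6 weeks (884 and 1022 genes at an unadjusted p below 0.05) or in males, where 1.35% and 6.89% of the genes tested had an unadjusted p below 0.05. Most of the male contrast lay in the directions that had been removed, so the male test had little left to detect. In females 14.5% and 6.63% of these contrasts lay there at 2 days and 6 weeks.

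A further group of genes had a median log2 fold change above 0 in each mouse comparison of irradiated with sham libraries. The gene Gm10800 (chromosome 2, 98666547 to 98667301) is annotated as protein coding, and 13 genes share at least 20% of their 16-base words with it, itself included. Most of them matched themselves best at a shift of 234 bases, as a tandem repeat would. All 9 members tested in nuclei were called higher, with a median log2 fold change of 6.26. Single members share reads and are uncertain, so their sum is given. Its scaled value was 6.31 to 39.2 in the 12 sham nuclei libraries and 1273 to 8268 in the 12 irradiated ones. In FVB tissue the median of the members was 1.79 and 2.16 at 2 days (6 and 2 called in females and males) and 3.89 and 3.61 at 6 weeks (9 called in each). One sham female labelled SOD2 had a sum of 973 against 27.7 to 63.3 in the other sham females. Sham males were at 46 to 518, close to WT males at 2 days (571 and 875). The group was singled out after its values were seen.

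**Figure D5:**
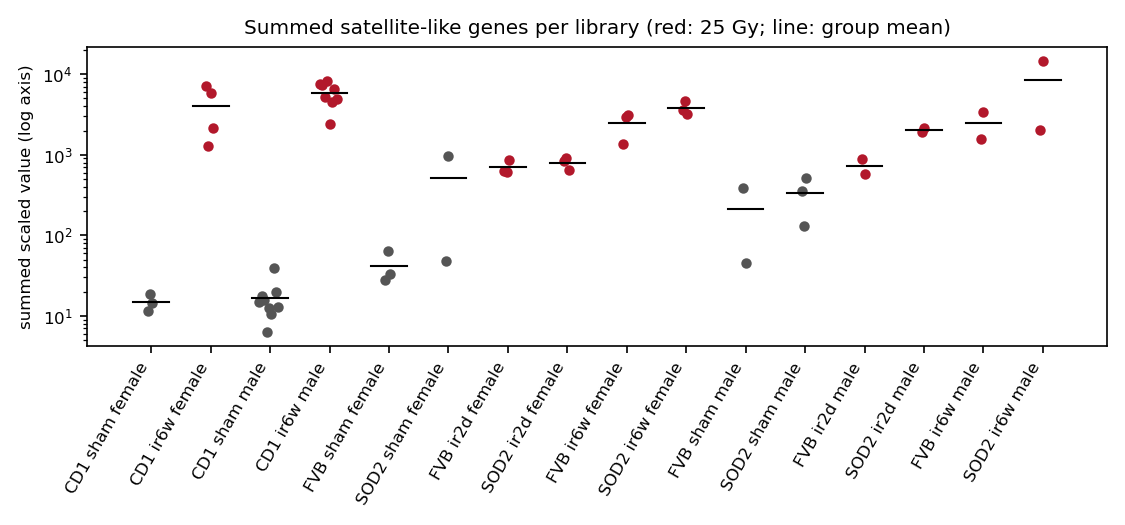
Sum of the scaled values of the genes that share sequence with Gm10800, for each mouse library on a logarithmic axis, irradiated libraries in red, with lines at group means. Sham nuclei were at 6.31 to 39.2 and irradiated nuclei at 1273 to 8268.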

Values the study reported

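The study reported 808 differentially expressed transcripts in irradiated mouse PCM1 nuclei, of which 740 were upregulated. For hiPSC-CMs it gave totals of 912 differentially expressed genes in the iCell line and 1,128 in the WTC line across its time points.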

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

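The tests of the line difference and of the genotype-by-radiation lists against the removed directions were chosen only after the results were seen, and the tests of other splits of the samples were fixed before.

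Single libraries stood apart from their group for 5 of the 74 combinations of a fixed gene and a group of 4 to 10 libraries, against 3.7 that chance gives. On the log2 scale, Cdkn1a was 6.09 in irradiated CD1 male replicate 2 and 6.65 to 7.06 in the other irradiated males. KCNH2 was 4.82 in iCell sham day 7 replicate 4 and 4.57 to 4.66 in the others. MDM2 was 6.65 in iCell sham day 14 replicate 1 against 6.85 to 6.93, and 7.76 in iCell sham day 7 replicate 5 against 6.82 to 7.13. RYR2 was 7.92 in iCell sham day 14 replicate 2 against 7.58 to 7.68. No biological explanation was tested for these, and their number is close to that of chance.

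The responses of iCell and GCaMP6 differed for 4 of 13961 genes on day 1, 8 on day 7 and 28 on day 14, tested in a joint fit as the difference itself (1039, 711 and 1371 genes at an unadjusted p below 0.05). With the directions removed by the authors' normalization as covariates, 21 of 13961 genes were called on day 14, which argues against the lost degrees of freedom as the whole reason. The lines were not cultured as replicates of one another, so a difference between lines and a difference between their culture batches remain open and were not tested.

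The response of single genes on the time course list differed between day 14 and day 1, as given in the report, by 0.72 for CACNA1C in iCell and in GCaMP6 by 0.79 for CACNA1C, 1.54 for MT-ND1, 1.56 for MT-ND3 and 1.48 for MT-ND4. The choice of scaling is argued against as the source of the mitochondrial changes. Under column totals, in which these abundant mRNAs are part of the divisor, the smaller list median on days 14 and 28 in GCaMP6 was still 1.12. Column totals moved the median of all genes by −0.033 and −0.076 on those days. The check does not tell whether a few abundant mRNAs or a few libraries carry the list. Each value is relative to sham of the same day, and no label gives a culture batch. A change of the response with time remains open as the biological explanation.

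In CD1 nuclei the response of 3 gene lists differed between females and males. The female minus male median was −1.13 for interferon response genes (28 of 28 lower, fry adjusted p 0.0106, camera 0.13), −0.23 for the cell cycle list (fry 0.0278, camera 0.155) and 1.30 for mitochondrially encoded mRNAs (12 of 12 higher, fry 0.00819, camera 0.13). Of 100 splits of the libraries, 5 gave as many genes with an unadjusted p below 0.05 for the interaction, the real split included, so a random division of the libraries remains an open explanation next to a difference between the sexes. The sex difference of the Atf3 response was −2.35 (SE 0.769, adjusted over the list alone 0.0398, all genes 0.235) and depended on 2 of the 3 sham females at scaled values of 29 and 67.7. That of the Egln3 response was 1.12 (SE 0.34, adjusted over the list alone 0.0398, all genes 0.209). All females were in the first library series and the second held only males. A response that differs between the series is therefore also open for these lists and genes. Atf3 rose by 1.26 within the first series and by 2.68 within the second.

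In FVB females the genotype-by-radiation difference had a median of −0.11 for nuclear-encoded complex I genes at 2 days (camera adjusted p 0.12) and of 0.48 for interferon response genes at 6 weeks. With the removed directions as covariates the fry adjusted p of the complex I list was 0.0162, which argues against the authors' normalization as its whole reason, and that of the interferon list was 0.0895, which leaves the normalization open there. No single gene was called for either contrast, and 884 and 1022 genes had an unadjusted p below 0.05. Genotype and single libraries remain open for both.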

How the results depend on the processing

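The fits with the removed directions as covariates, both lines in one fit, single female CD1 libraries left out, and the replicate block in gene list tests were chosen only after the results were seen, and the other alternatives were fixed before.

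Among the alternative values of counts, 43 differed from the reported value by more than 1.5 times and the others did not. The CD1 count was 281 with females only, a fit on 7 libraries, and between 614 and 829 under the other alternatives run. It ran from 654 to 689 across the 7 fits that each left out 1 female library, and the sex-by-radiation count was 0 to 0. The lower CD1 genes, reported as 31, were 16 under column totals, with 730 higher. With a pseudocount of 0.1 they were 59, with 770 higher. In iCell the total counts stayed within 1.5 times under every alternative run, with 336 to 369 on day 1 without single replicates, while the higher genes of day 1, reported as 80, were 124 against sham of all days, and those of day 14, reported as 71, were 47 under column totals. In GCaMP6, leaving out single replicates gave 392 to 466 genes on day 1 and 4 to 37 on day 28, the lowest without irradiated replicate 2 and 6 without sham replicate 1, and stayed within 1.5 times on days 7 and 14 in total. The higher genes of day 14, reported as 60, were 30 without irradiated replicate 2, 34 without sham replicate 2 and 89 without irradiated replicate 3. They were 115 against sham of all days and 37 with only the groups of that day in the fit. Those of day 7, reported as 81, were 50 without sham replicate 3. Under column totals 24.7% of the day 1 calls of GCaMP6 were higher, against 35.2%.

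The day 28 count of GCaMP6, reported as 25, was 41 under column totals (25 higher, 16 lower), 42 with both lines in one fit, 39 when the removed directions were added to it, 173 against sham of all days (106 higher, 67 lower) and 0 with only its own groups in the fit (2363 genes at an unadjusted p below 0.05). The cause was not tested. On at least 1 day, the pooled sham gave 597 genes in iCell and 820 in GCaMP6, after 38 and 105 genes called between sham days were removed.

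For the genotype comparisons in females, a fit with no trend in the prior variance gave 27, 20 and 15 genes in sham, at 2 days and at 6 weeks. The removed directions as covariates gave 21 at 2 days and 18 at 6 weeks (11 higher, 7 lower), and only the groups of the comparison gave 11 at 2 days and 29 at 6 weeks (19 higher, 10 lower). Leaving out single replicates gave 32 to 53, 20 to 44 and 14 to 19. In males, the removed directions gave 2, 2 and 2, and only the groups of the comparison gave 12 (8 higher, 4 lower), 1 and 0, the last with 4795 genes at an unadjusted p below 0.05. Column totals split the male calls as 14 and 22, 17 and 37, and 25 and 60 higher and lower. Leaving out single sham replicates gave 13 to 32 genes in males, with 13 without replicate 1 of the libraries labelled SOD2. Residual degrees of freedom fell from 7 to 2 in the male fit, which by construction raises the bar for a call, and part of each male genotype contrast, 59.8% in sham, lay in the removed directions. With these covariates the male response to radiation held 70 higher and 64 lower genes at 2 days, 0.893% of the genes tested, and 111 genes at 6 weeks, 0.74%. The male responses without single SOD2 sham libraries and the female responses without single libraries of a group of 3 stayed within 1.5 times. Genotype-by-radiation counts stayed at 0 in all fits.

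Beyond GCaMP6 on day 1 and the female genotype comparison at 2 days, correlations did not show that replicate numbers paired the libraries of a comparison. Per the study's methods sham and irradiated hiPSC-CMs shared a vial or a differentiation, but no label says which libraries did. In the order of library numbers, an irradiated iCell library was often followed directly by a sham library of the same day. Such neighbours had the same replicate number on day 1 and different replicate numbers on day 14. If neighbours shared a vial, the replicate number did not pair them on day 14. Pairs by library number were not tested, so pairs under other replicate numbers are not excluded. Libraries with the same replicate number had correlated deviations above 0.1 in 5 of 11 pairs in the nuclei, 13 of 27 in hiPSC-CMs, 14 of 40 in FVB females and 12 of 30 in FVB males. With the number as a replicate block, the paired comparisons had 521 genes (483 reported) and 37 (35 reported), and of their named genes and lists only the complex IV list in GCaMP6 on day 1 changed sides, from an adjusted p of 0.0366 to 0.085. Elsewhere the block took potassium channels in iCell on day 1 from 0.177 to 0.0119, mitochondrially encoded mRNAs (0.217 to 0.0474) and interferon response (0.0324 to 0.0688) in iCell on day 14, and calcium handling (0.0889 to 0.0315) and membrane depolarization (0.0755 to 0.035) in GCaMP6 on day 14 across 0.05. In FVB females it did so for the sarcomere list at 2 days (0.11 to 0.0464) and membrane depolarization at 6 weeks (0.0274 to 0.0529) in the response, and for complex I (0.14 to 0.048) and interferon response (0.0374 to 0.0532) in the genotype-by-radiation contrast at 6 weeks. GCaMP6 day 28 had 45 genes, and the male genotype comparisons had 16 in sham and 35 at 2 days.

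Gene list tests passed in 1 nuclei, 13 hiPSC-CM and 23 FVB cases with camera, against 10, 23 and 68 with fry, and in 31 FVB cases with the removed directions as covariates. The iCell time course list had 1 gene that differed between days and 0 under column totals (unadjusted p 0.00176 for CACNA1C at size factors). In GCaMP6 column totals lowered the adjusted p over the list, to 0.00945 for CACNA1C and MT-ND1, and brought RYR2 (0.70) from 0.0702 to 0.0273.

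For single genes, for which a pseudocount of 0.1 and column totals were the alternatives run, 572 alternative values kept their direction and side of the threshold, 6 became weaker and 4 stronger. Direction reversed in 20, all under column totals, which move every gene of a comparison by nearly the same amount. In iCell on day 14 these were KCNH2 (−0.05) and RYR2 (−0.013). In GCaMP6 they were KCNH2 (−0.014) and CACNA1C (−0.129) on day 1, and GJA1 (−0.042), KCNQ1 (−0.028) and CACNA1C (−0.042) on day 7. In FVB females they were Nfic in the genotype comparison at 2 days (−0.003), and Gja1 (0.176), Nfic (0.123), Myh7 (0.086) and Mdm2 (0.188) in the response at 6 weeks. In FVB males they were Nfic (−0.024) and Mdm2 (−0.096) in sham, Nfic (−0.055) and Atf3 (−0.062) at 2 days and Mdm2 (−0.056) at 6 weeks for the genotype, and Tbx20 at 2 days (0.031) and Gja1 (0.126) and Nfic (0.045) at 6 weeks for the response. In the FVB responses at 6 weeks, calcium handling, membrane depolarization and sarcomere lists changed from a negative to a positive median in both sexes under column totals, and potassium channels and complex IV in females. DESeq2 was not run as an alternative, because the deposited values were not counts.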

Other observations

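The tests on the satellite-like genes, Sod2, the transgene, the male genotype calls and their overlap with the female calls, the library with conflicting labels and the stress list were chosen only after the results were seen, and those on marker lists, the fetal programme, overlapping exons and splits of the samples were written before.

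The number of genes called on at least 1 day in iCell was 539 here. That is lower than the value quoted from the study above. In GCaMP6 it was 641. That is also lower than the value quoted from the study above. The counts are not alike. Here limma set irradiated cells against sham of the same day. The study used DESeq2 and filtered out genes that changed between days of normal culture. Against sham of all days, with genes called between sham days removed, the counts here were 597 in iCell and 820 in GCaMP6, still lower.

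Other splits of the libraries into groups of the same sizes were fitted for the comparisons named here and for the sex-by-radiation contrast. They were not fitted for the genotype comparisons in sham females and in males or for the genotype-by-radiation contrasts, which involve groups of fewer than 3 libraries, nor for the difference between the cell lines. In CD1 nuclei 1 of 100 splits, the real one, gave as many called genes. The same held for 1 of 100 splits for iCell on day 7, iCell on day 14 and the FVB female responses at 2 days and 6 weeks, and for 1 of 60 for each FVB male response. For iCell on day 1, GCaMP6 on each day and the female genotype comparisons at 2 days and 6 weeks it was 1 of 10, and these designs cannot give a share under 0.1. In GCaMP6 on day 1 and the female genotype comparison at 2 days, where replicate numbers paired the libraries, 1 of the 4 splits that part all 3 pairs gave as many genes, and the others of these gave 0. Of the contrasts of the CD1 comparison, the FVB responses, iCell on day 1 and GCaMP6 on days 1, 7 and 28 at most 1.26% lay in the directions that the authors' normalization had removed, which favours the real split over the others, so these shares are lower bounds. This is less clear with 3.31% and 5.79% for iCell on days 7 and 14, 9.63% for GCaMP6 on day 14 and 14% and 8.18% for the female genotype comparisons at 2 days and 6 weeks.

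The satellite-like genes may reflect transcription of tandem repeats after irradiation. Library series is argued against by a difference of at least 8.16 within each. Under the removed directions as covariates 9 genes of the group remained called in nuclei, and reads divided among copies would not change the difference of the sum, 8.24. The lowest irradiated nuclei library was at a scaled value of 1273, so the difference did not depend on a few libraries. DNA in the libraries cannot be told apart from transcription. The sum of 46 olfactory and vomeronasal receptor genes differed by 0.038 on the log2 scale (SE 0.177) where the satellite-like sum differed by 8.24 (SE 0.302), but a repeat present in many genomic copies could rise without a visible rise of so few genes, and the number of copies was not known. A response to radiation, which the study's design gives, and DNA both stay open.

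Immune and fibroblast markers were higher in irradiated nuclei. The median log2 fold change was 1.65 for macrophage markers (15 of 15 higher), 0.87 for lymphocyte markers (7 tested), 0.53 for fibroblast markers, 0.21 for endothelial markers, 0.12 for mural markers and −0.17 for cardiomyocyte markers. A lower share of cardiomyocyte nuclei would raise all other types alike, and the upper quartile of the mural list was 0.34, below the macrophage and fibroblast medians. The macrophage median was 1.32 and 1.78 within the library series. A higher number or a changed state of macrophage nuclei in the sorted fraction may therefore remain, and marker transcription in cardiomyocytes themselves is also open. Neither was tested here. The fetal or stress list had a median of 0.31 and the amino acid and mitochondrial stress list 0.59 in the same comparison.

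Sod2 was not higher in the libraries labelled SOD2. A swap of labels is argued against, because the lowest deposited Tyr value of such a library was 1805 and the highest in WT was 8. The authors' normalization is argued against, because the highest Sod2 log2 fold change over the 6 comparisons with column totals or the removed directions was −0.052. A transgene whose transcript is not counted at mouse Sod2, such as a cDNA of another species, could leave Sod2 unchanged, and the deposited tables do not decide it.

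Myh7 and Mhrt were higher in the same libraries. The fetal or stress list had medians of 0.20, −0.10 and −0.10 in females in sham, at 2 days and at 6 weeks. In males they were −0.15, 0.10 and −0.37. The list was lower in males in sham and at 6 weeks (fry adjusted p 0.0191 and 0.00149), so as a whole it did not rise there. Single members went both ways over the 6 comparisons, so a fetal or stress programme cannot be told apart from other explanations. Transcripts from a promoter fragment that contains this stretch of chromosome 14 could raise both genes. The ratio of the Myh7 excess to the Mhrt excess was 0.962 to 1.52 over the 6 comparisons, which neither requires nor excludes it. Reads shared between the genes were a further possibility, because 484 of 1214 Mhrt exon bases are also Myh7 exon. The study's methods state that only unambiguous reads were counted, which argues against it for reads on exons of both genes. Were all such reads counted as Myh7, even coverage would give Myh7 at most 0.663 times the excess of Mhrt, less than seen. Mhrt reads on other Myh7 bases stay open, because the tables do not hold the coverage along the transcripts. The strain name in the study's methods lists Myh6-SOD2 and Tyr as the transgene. Myh6 ends at 54966927 on chromosome 14, next to Mhrt and Myh7.

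Of the male genotype calls 9, 15 and 16 in sham, at 2 days and at 6 weeks were also called in the separately normalized female table, all with the same sign, where chance gives 0.0937, 0.139 and 0.159. This argues against the authors' normalization as the source of these calls. The other male calls, 25, 44 and 63, may come in large part from it. With the removed directions as covariates at most 2 genes were called in a comparison. In simulations without any genotype effect and with hidden factors of SD 0, 0.1 and 0.3 on the log2 scale, the mean number of false calls after removal of 5 factors was 0.03, 9.27 and 294, and before removal 0.7, 0.13 and 0. With the directions as covariates it was 2.37, 3.17 and 126.4, so 2 calls are no more than such a fit gave by itself. In that fit between 57.8% and 86.8% of simulated changes were still recovered in the male design. The size of the real hidden factors is unknown, so among the calls made in males alone real and spurious ones cannot be told apart here. In the female design, with 2 factors removed, the mean number of false calls was 0.03, 0.03 and 63.2 after removal and 0.1, 0.03 and 55.3 with the directions as covariates, so the female genotype counts carry the same limit where hidden factors are large.

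A library titled iCell named the GCaMP6 line elsewhere in its labels. Its XIST value was 147, against 55 to 293 in the other iCell libraries and 0 to 5 in GCaMP6. Its UTY value was 0, against 0 to 3 and 371 to 748. These values go against a library of the GCaMP6 line under an iCell title.

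Mthfd2 was higher in the libraries labelled SOD2 by 3.98 and 2.97 in females in sham and at 2 days and by 4.03 in males at 6 weeks. The amino acid and mitochondrial stress list had medians of 1.29, 0.80 and 0.76 in females in sham, at 2 days and at 6 weeks. In males they were 0.59, 0.15 and 1.14. Its fry adjusted p was 0.0433 or less except in males at 2 days (0.491, 13 of 19 genes higher). Among 8 members of the amino acid and mitochondrial stress list whose values had not been seen, the median lay above the middle 95% of 10000 random lists in 3 of the 6 comparisons, with medians of 0.19, 0.11 and 0.23 in females and 0.19, −0.07 and 0.46 in males. Chance gives 0.15 of 6 for genes that vary independently. These genes varied together, with an estimated correlation of 0.379 in females and 0.203 in males, and camera, which allows for this, gave an unadjusted p of 0.105 or more in each comparison (fry 0.00749 to 0.947). A chance choice of genes therefore remains open beside a response of the pathway, and the male values carry the limit given for that table.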
